A study of Mus musculus with 8 samples. Its data were reported in "Muscle Expression of SOD1G93A Modulates microRNA and mRNA Transcription Pattern Associated with the Myelination Process in the Spinal Cord of Transgenic Mice" (2015).

How the data were processed

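Total RNA from the ventral part of the lumbar spinal cord was hybridized to Affymetrix Mouse Gene ST arrays, with 1 array per sample. MLC/SOD1G93A mice carry a mutant human SOD1 transgene under a muscle-specific myosin light chain promoter, and FVB mice were the control strain. Each genotype had 4 arrays, grouped and numbered by the sample titles. The labels do not say that each number is a separate animal, so the p-values measure only the spread between these samples.

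The values deposited by the authors were log2 signals per transcript cluster, the array's unit for 1 gene. Per the study's methods and the submitters' processing notes, they came from the RMA summary of the scanned probe intensities with sketch quantile normalization in Affymetrix software (Affymetrix Expression Console and RMA in the notes). Versions and filters were not given in the sources used here. RMA subtracts an estimated background and forces the arrays to nearly the same distribution, so a shift common to most transcripts would not be visible. No read depth exists for arrays, and their number limits the precision.

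The log2 values were used as they stood, without another normalization or filter, and all 41345 transcript clusters were tested. Gene symbols came from the platform annotation, which gave 1 symbol to 23521 clusters, several to 1814 and none to 16010. Clusters without a symbol were unnamed here and were still tested, and array control rows could not be set aside. Together, 1395 clusters shared all 8 values with another cluster. The genome build behind the array was not given in the sources used here, so no coordinates are printed. For gene lists, the cluster with the highest mean over all arrays stood for each of 22180 genes, taken only from clusters with exactly 1 symbol. List symbols were matched as written or through synonyms in a RefSeq table of the mouse genome.

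The genotypes were compared in R 4.3.3 with limma 3.58.1 (lmFit and eBayes), unpaired and without covariates, as the study's methods compare them. Transcript clusters were called at an adjusted p (Benjamini-Hochberg) under 0.05, and were also counted at the study's own thresholds, an unadjusted p under 0.05 and a fold over 1.5. Differences are MLC/SOD1G93A minus FVB throughout. The methods' t-test, an unpaired one-way analysis of variance of the 2 groups, was run as an alternative on the same values.

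The gene lists were written before the data were examined, and 30 of them were tested. They covered peripheral myelin genes named by the study, Schwann cell markers outside the study, oligodendrocyte genes named by the study, and oligodendrocyte and central myelin markers outside it. Further cell type lists were oligodendrocyte precursors, astrocytes, microglia, activated microglia, motor neurons, neurons, dorsal horn, dorsal root ganglion sensory neurons, meninges and fibroblasts, endothelial and mural cells, ependyma, skeletal muscle and blood. The remaining lists were caudal and rostral Hox genes, immediate early genes, clock output genes, clock activator genes, glucocorticoid targets, interferon response, motor neuron injury, oxidative stress response, cholesterol synthesis, microRNA loci named by the study, small nucleolar RNAs, and olfactory and vomeronasal receptors. The list of sex chromosome genes was described per array and not tested. Gal and Per1 each stood in 2 lists.

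The main list test was camera with a preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 30 lists. Each list was also tested by camera with an estimated correlation, by fry, and by an exact two-sided permutation test of its mean per array over all 70 relabellings, whose smallest possible p is 0.0286. Where a covariate was used, the genotypes were relabelled with the covariate held fixed. The p then printed as exact permutation p is exact only where covariate and genotype are unrelated. The Schwann cell and caudal Hox means differed between genotypes, so p-values with these covariates are a rough guide.

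Named genes followed a rule written before the data were examined. It took Sod1, any cluster past the adjusted threshold, and the 10 largest rises and 10 largest falls among 1-symbol clusters past the study's thresholds, above the median cluster and with the groups fully apart. That last part was met by 21 clusters that were higher and 7 that were lower. It also took 15 genes the study names, of which 13 were analysed here, and at most 4 members of lowest p per list (4 for lists past the threshold, 1 for the others). Xist and the Y-linked genes were read per array. Sgk1, Hoxd11, Hoxc12, Fmod, Slc13a4, Mbp and Mobp, which lie outside the rule, were named after their values were seen.

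The procedure was tested on simulated data for the comparison of MLC/SOD1G93A with FVB over 41345 rows, in 5 runs. The simulated noise was normal and independent between rows, with the residual spread of the data. Structure shared between genes was thus absent, and the shares below need not hold for the real arrays. The adjusted threshold recovered 40% of rows changed 1.5-fold, 86% of those changed 2-fold, 94% of those changed 3-fold and 97.6% of those changed 4-fold. At the study's thresholds these shares were 52%, 98.4%, 100% and 100%, with a mean of 259 unchanged rows called per run.

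Alternatives written before the data were examined were a mean-variance trend, robust eBayes, the methods' t-test, array weights, only clusters above the median, only 1-symbol clusters, median centring, quantile normalization once more, the mean of all rows of a gene, the replicate number as a block, covariates for the Schwann cell or caudal Hox mean, and leaving out each array. Covariates or exclusions based on Xist and on sensory neuron markers were added after the data were seen.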

Results

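In the ventral lumbar spinal cord of MLC/SOD1G93A mice, which make mutant human SOD1 in skeletal muscle, genes of peripheral myelin were higher and genes of oligodendrocytes lower than in FVB mice. Pmp22, a membrane protein of compact peripheral myelin, differed by 0.52 ± 0.15 on the log2 scale (SE, 4 arrays per genotype) and Opalin, a protein of oligodendrocyte membranes, by −0.73 ± 0.11 (SE). Hoxd10, a marker of caudal body levels, differed by 1.31 ± 0.44 (SE). No single gene passed the adjusted threshold, and no list passed once the correlation between its genes was estimated from the arrays.

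Sod1 (transcript cluster 17326956), the mouse homologue of the transgene, had a mean log2 signal of 10.86 ± 0.06 (SD, n = 4) in FVB and 10.86 ± 0.06 (SD, n = 4) in MLC/SOD1G93A cord. This row is named for the mouse gene and the transgene is driven in muscle, so it does not check the genotype labels. Xist, the RNA of the inactive X chromosome, was at 10.4 or above in FVB replicate 4 and MLC/SOD1G93A replicates 3 and 4, and at 4.50 or below on the other 5 arrays. The Y-linked genes Eif2s3y, Kdm5d and Uty ran the opposite way on each array, with Uty at 3.33 to 3.78 on the 3 arrays with high Xist and at 7.90 to 8.16 on the others. The sex of the samples is not in the labels, and the 3 arrays with high Xist fell 1 in FVB and 2 in MLC/SOD1G93A. Pairwise correlations over all transcript clusters ran from 0.978 to 0.986 within genotypes and from 0.977 to 0.987 between them. No pair of arrays held identical values.

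Genes of peripheral myelin were higher in MLC/SOD1G93A cord. The study chose 11 such genes on these samples, so their direction is not independent evidence, and 9 were analysed here. All 9 were higher, with a mean log2 difference of 0.69, from 7.44 ± 0.29 to 8.13 ± 0.27 (SD, n = 4). Pmp22 (transcript cluster 17250839), was 1.43-fold higher with a log2 difference of 0.52 ± 0.15 (SE). Drp2, a dystrophin relative of Schwann cells, was 1.70-fold higher, Dhh, a signal that Schwann cells send to the perineurium, 1.72-fold and Gldn, which assembles nodes of Ranvier, 1.65-fold.

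Matn2 and Ogn, proteins of the extracellular matrix, were 1.67-fold and 1.80-fold higher. Egr2, the transcription factor of peripheral myelination, was 1.52-fold higher and Smtn 1.41-fold. Folds here come from the difference of mean log2 signals, and by that measure Pmp22 and Smtn stayed under the fold threshold of 1.5. The study lists both above it, and how it computed its folds was not given in the sources used here. Cldn19 was 1.62-fold higher on its brighter row, and its 2 rows differed in sign. Each of these 9 genes had a limma unadjusted p under 0.05 and none passed over all genes, while 9 passed when adjusted over the list alone. The study selected them at p under 0.05 on these samples. Neither these p-values nor the list tests that follow are therefore independent evidence. The list passed camera with the preset correlation (adjusted p = 1.14e-12), with adjusted p = 0.253 with an estimated correlation. Its exact permutation p was 0.0571, because MLC/SOD1G93A replicate 3 (7.72) lay under FVB replicate 4 (7.79). Without MLC/SOD1G93A replicate 3, which removes this overlap, the difference was 0.82 (exact permutation p = 0.0286). Leaving out any other array gave an exact permutation p of 0.0571 or 0.0857.

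Schwann cell markers that the study does not name were also higher on average, by 0.31 on the log2 scale, from 6.55 ± 0.17 to 6.87 ± 0.30 (SD, n = 4). Of 17 members, 15 were higher and 5 of them had an unadjusted p under 0.05, with 3 passing when adjusted over the list alone and 0 over all genes. Measured on the same arrays, the members vary together (estimated inter-gene correlation 0.551) and are not separate observations. Scn7a, a sodium channel of non-myelinating Schwann cells, was 2.05-fold higher, Mlip 1.71-fold, the cadherin Cdh19 1.38-fold and the myelin protein Ncmap 1.30-fold. The list passed camera (adjusted p = 8.86e-07), with adjusted p = 0.367 with an estimated correlation and an exact permutation p of 0.171. The array means overlapped, since MLC/SOD1G93A replicate 3 (6.46) lay below 3 of the 4 FVB arrays.

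Oligodendrocyte genes moved the other way. The 6 genes that the study names from these samples, which are not independent evidence, had a mean log2 difference of −0.53, and all 6 had an unadjusted p under 0.05 (6 when adjusted over the list alone, 0 over all genes). Opalin (transcript cluster 17364588), was 1.65-fold lower, from 8.07 ± 0.14 to 7.35 ± 0.18 (SD, n = 4). Klk6, a protease of mature oligodendrocytes, was 1.53-fold lower and Enpp6, a marker of newly formed ones, 1.51-fold. Mag, an adhesion molecule of periaxonal myelin, was 1.37-fold lower, and the lineage transcription factors Nkx2-2 and Olig2 were 1.35-fold and 1.29-fold lower. This list passed camera (adjusted p = 2.46e-10), with adjusted p = 0.253 with an estimated correlation.

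The same direction held in 21 oligodendrocyte and central myelin markers that the study does not name. All 21 were lower, 14 with an unadjusted p under 0.05, and 12 passed when adjusted over the list alone and 0 over all genes. These genes were measured on the same arrays and vary together (estimated inter-gene correlation 0.517), so they are not separate observations. Mog was 1.38-fold lower, Gal3st1, which makes the myelin lipid sulfatide, 1.32-fold, Ugt8a, which makes galactosylceramide, 1.22-fold and Olig1 1.19-fold. The abundant myelin transcripts Mbp and Mobp were 1.11-fold and 1.15-fold lower (limma unadjusted p = 0.0591 and 0.0755). The list mean was −0.30, with every MLC/SOD1G93A array (8.84 to 9.095) under every FVB array (9.10 to 9.38) and the smallest possible exact permutation p of 0.0286.

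This list passed camera (adjusted p = 2.17e-17), with adjusted p = 0.253 with an estimated correlation. Leaving out any 1 array other than FVB replicate 4 moved its exact permutation p to 0.0571, with differences from −0.35 to −0.26. With the caudal Hox mean as a covariate the difference was −0.18 (exact permutation p = 0.0571), and with the Xist level it was −0.28 (exact permutation p = 0.0571). Oligodendrocyte precursors and newly formed oligodendrocytes had a mean difference of −0.11 (12 of 14 members lower), led by C1ql1 (1.35-fold, limma unadjusted p = 0.0174). Camera called that list (adjusted p = 0.0372), with adjusted p = 0.29 with an estimated correlation. The call ended without FVB replicate 2 or 3, or without MLC/SOD1G93A replicate 1, 2 or 3, at differences of −0.11 to −0.08. It also ended with array weights (−0.10), the Schwann cell covariate (−0.08) and the caudal Hox covariate (−0.04, camera adjusted p = 0.656). The same held with sensory neuron markers as a covariate (−0.10) and without the arrays with high sensory neuron markers (−0.13). With Xist and caudal Hox covariates the direction turned (0.017, camera adjusted p = 0.789), and 10 of 21 alternatives kept the call.

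**Figure D1:**
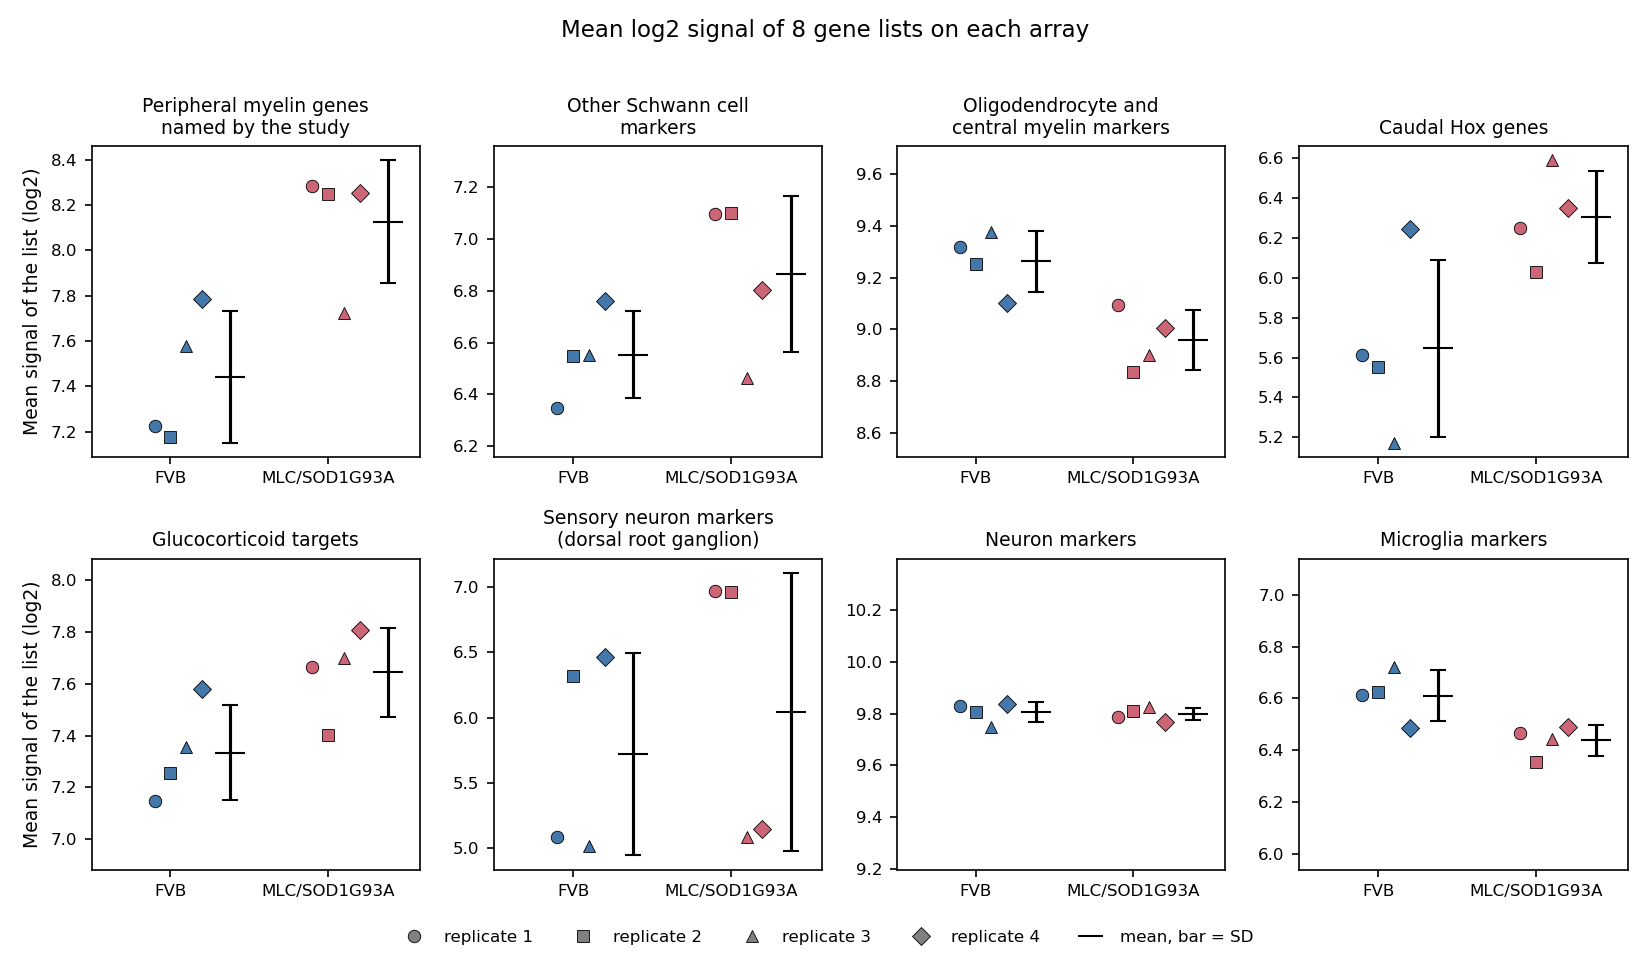
Mean log2 signal of 8 gene lists (vertical axes) on each of the 4 FVB arrays (blue) and 4 MLC/SOD1G93A arrays (red), with marker shape giving the replicate number and black bars the mean ± SD. Oligodendrocyte markers lie fully apart between genotypes, sensory neuron markers are high on 2 arrays of each genotype, and neuron markers stay between 9.75 and 9.84 on all 8 arrays.

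Astrocyte and microglia markers were lower. Of 15 astrocyte genes, 14 were lower (mean −0.15), and Gfap, the intermediate filament of astrocytes, was 1.53-fold lower with the groups fully apart, from 10.37 ± 0.22 to 9.76 ± 0.31 (SD, n = 4). Sox9 was 1.29-fold lower and the water channel Aqp4 1.23-fold. Of 17 microglia genes, 16 were lower (mean −0.17), including the receptors Cx3cr1 (1.21-fold), Csf1r (1.20-fold) and P2ry13 (1.26-fold). Camera called the astrocyte list (adjusted p = 0.000254) and the microglia list (adjusted p = 2.81e-06). These became adjusted p = 0.558 and adjusted p = 0.253 with an estimated correlation, and 0 genes of either list passed when adjusted over the list alone or over all genes. The astrocyte call ended without MLC/SOD1G93A replicate 2 (−0.07, camera adjusted p = 0.0585) and with the Schwann cell covariate (−0.07, camera adjusted p = 0.151), and without the arrays with high sensory neuron markers (−0.08, camera adjusted p = 0.349). The microglia call ended with the caudal Hox covariate (−0.08, camera adjusted p = 0.131) and with Xist and caudal Hox covariates (−0.04, camera adjusted p = 0.653).

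Activated microglia markers differed by −0.08 (camera adjusted p = 0.0645), with every MLC/SOD1G93A array (6.03 to 6.136) under every FVB array (6.137 to 6.21) and the smallest possible exact permutation p of 0.0286. The list was called by camera without FVB replicate 1 or MLC/SOD1G93A replicate 1 or 4 (−0.10 to −0.085) and with the Schwann cell (−0.11) or sensory neuron (−0.08) covariate, and Csf1, a growth factor of microglia, was 1.21-fold lower (limma unadjusted p = 0.0305). Motor neuron markers differed by −0.05 (camera adjusted p = 0.145), with Mmp9, an enzyme of fast motor neurons, at −0.23 (limma unadjusted p = 0.1). Without FVB replicate 3 or MLC/SOD1G93A replicate 1, camera called the motor neuron list at −0.13 in each case (adjusted p = 0.00154 and 0.0172). It did so too with the Schwann cell covariate (−0.225, adjusted p = 5.19e-05) and the caudal Hox covariate (−0.12, adjusted p = 0.0426), with sensory neuron markers (−0.11) and with Xist and caudal Hox together (−0.395). Neuron markers differed by −0.0076 (camera adjusted p = 0.853) and dorsal horn markers by 0.02 (camera adjusted p = 0.796), with Cartpt at −0.29. Genes of motor neuron injury and regeneration differed by −0.06 (camera adjusted p = 0.308), and Jun was 1.40-fold lower (limma unadjusted p = 0.0144).

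Sensory neuron markers of the dorsal root ganglion, a tissue beside the cord, varied within both genotypes. Their mean log2 signal was 6.32 to 6.97 on FVB replicates 2 and 4 and MLC/SOD1G93A replicates 1 and 2, and 5.02 to 5.15 on the other 4 arrays. The genotype difference was 0.32 (camera adjusted p = 0.22), with Pou4f1 at 0.27. Left-out arrays moved this difference between 0.012 and 0.64, and camera called the list without FVB replicate 2 (0.52) or 4 (0.57) or MLC/SOD1G93A replicate 3 (0.64) or 4 (0.62). With the Schwann cell mean as a covariate the direction turned, and camera called the list lower (−0.68, adjusted p = 0.000183), as with Xist and caudal Hox covariates (−1.01). Without the arrays with high Xist it called the list higher (1.49). Peripheral myelin genes were high both on MLC/SOD1G93A replicates with high sensory markers (8.28 and 8.25) and on replicate 4 without them (8.25), and lower on replicate 3, also without them (7.72). In FVB they were at 7.18 and 7.785 on replicates 2 and 4, with high sensory markers, and at 7.23 and 7.58 on replicates 1 and 3, without them.

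**Figure D2:**
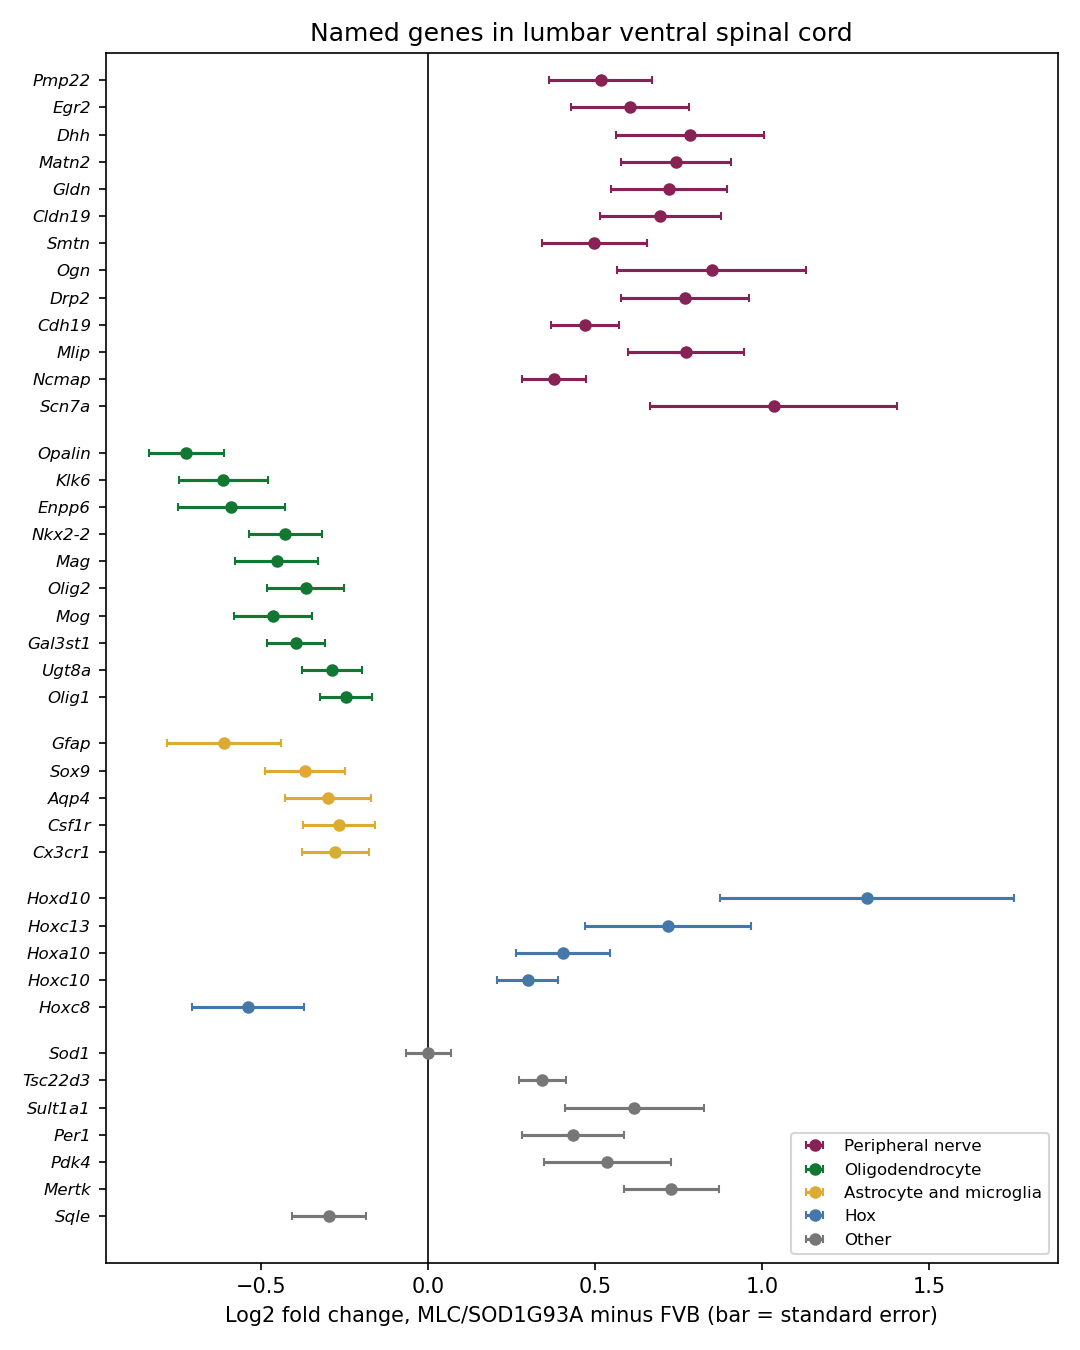
Log2 fold change of MLC/SOD1G93A over FVB (horizontal axis, bars are standard errors from limma, 4 arrays per genotype) for 40 named genes, coloured by group. The plotted peripheral nerve genes lie above 0, from Ncmap at 0.38 to Scn7a at 1.03. The plotted oligodendrocyte genes lie below it, from Opalin at −0.73 to Olig1 at −0.25. The study named these genes on these samples or they had the lowest p of their list, so their side of 0 is not evidence. Of all 17 Schwann cell markers outside the study, 2 were lower. Sod1 lies at 0, and none of the genes passes the adjusted threshold.

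Caudal Hox genes, which mark posterior levels of the body axis, were higher in MLC/SOD1G93A cord. Of 11 members of paralog groups 10 to 13, 10 were higher and 8 had an unadjusted p under 0.05, with 7 passing when adjusted over the list alone and 0 over all genes. Hoxd10 (transcript cluster 17372054) was 2.49-fold higher, from 8.14 ± 1.0 to 9.45 ± 0.25 (SD, n = 4). Hoxd11 was 3.32-fold higher, Hoxc12 2.54-fold, Hoxc13 1.64-fold, Hoxa10 1.32-fold and Hoxc10 1.23-fold. The list mean differed by 0.66, from 5.65 ± 0.45 to 6.31 ± 0.23 (SD, n = 4).

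FVB replicate 4 had a caudal Hox mean of 6.25, within the MLC/SOD1G93A range of 6.03 to 6.59, and the other FVB arrays lay at 5.17 to 5.61. The list passed camera (adjusted p = 1.42e-06), with adjusted p = 0.259 with an estimated correlation and an exact permutation p of 0.0571. Without FVB replicate 4, which removes this overlap, the difference was 0.86 (exact permutation p = 0.0286). Leaving out any other array gave exact permutation p-values of 0.0571 to 0.114, with the smallest difference, 0.50, without FVB replicate 3. Rostral Hox genes, of paralog groups 4 to 8, differed by −0.07 (camera adjusted p = 0.155), called by camera without FVB replicate 1 (−0.09) or MLC/SOD1G93A replicate 2 (−0.11) or 4 (−0.10). With Xist and caudal Hox covariates their direction turned and camera called them higher (0.15, adjusted p = 0.00581). Among them, Hoxc8 was 1.45-fold lower with the groups fully apart (limma unadjusted p = 0.0116).

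**Figure D3:**
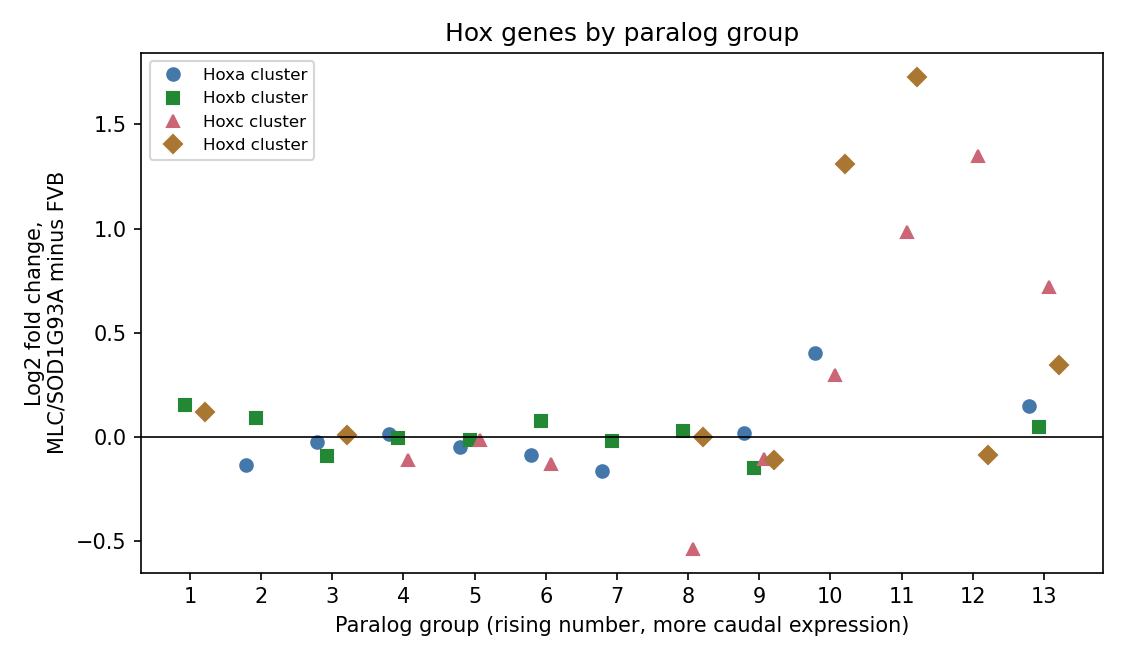
Log2 fold change of MLC/SOD1G93A over FVB (vertical axis) for 36 Hox genes by paralog group (horizontal axis), where a higher group number means more caudal expression, with colour and shape giving the Hox cluster. Groups 1 to 9 stay near 0 apart from Hoxc8 at −0.54, and the largest differences are Hoxd11 at 1.73, Hoxc12 at 1.35 and Hoxd10 at 1.31.

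Targets of the glucocorticoid receptor were higher in 13 of 14 cases, by 0.31 on average, and 7 had an unadjusted p under 0.05 (1 when adjusted over the list alone, 0 over all genes). The kinase gene Sgk1 was 1.94-fold higher, Sult1a1 1.53-fold, Pdk4, which restrains glucose oxidation, 1.45-fold, Per1 1.35-fold and Tsc22d3, also known as Gilz, 1.27-fold with the groups fully apart. Cholesterol synthesis genes were lower in 12 of 12 cases, with a mean of −0.18, with Sqle 1.23-fold, Lss and Hmgcs1 each 1.19-fold and Dhcr7 1.16-fold lower (0 when adjusted over the list alone or over all genes). Camera called the first list (adjusted p = 6.14e-07), with adjusted p = 0.284 with an estimated correlation. It called the second (adjusted p = 7.43e-07), with adjusted p = 0.259 with an estimated correlation. With the caudal Hox mean as a covariate these differences were 0.10 and −0.07 (camera adjusted p = 0.185 and 0.26).

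Immediate early genes, which neurons switch on with activity, were lower in 13 of 14 cases with a mean of −0.125, none with an unadjusted p under 0.05, and Klf4 was at −0.38 and Npas4 at −0.17. Camera called the list (adjusted p = 0.0177), with adjusted p = 0.647 with an estimated correlation. The call ended without FVB replicate 3 (−0.02) or MLC/SOD1G93A replicate 3 (−0.06) and with array weights (−0.10), and with the caudal Hox mean as a covariate the direction turned (0.085, camera adjusted p = 0.613), as it did with Xist and caudal Hox covariates (0.075). The call also ended with the Xist covariate (−0.08) and without the arrays with high Xist (−0.06). Of 21 alternatives, 14 kept the call. Markers of meninges and fibroblasts were lower in 15 of 19 cases with a mean of −0.25, and the members parted. Ptgds, the prostaglandin D synthase of the leptomeninges, was 1.56-fold lower, Aebp1 1.51-fold, Fmod 1.62-fold and the transporters Slc13a4 and Slc22a6 1.69-fold and 1.46-fold. Dcn, a proteoglycan of collagen fibres, was 1.43-fold higher (limma unadjusted p = 0.0291). Camera called this list (adjusted p = 0.00649), with adjusted p = 0.669 with an estimated correlation, and the call ended without FVB replicate 3 (−0.09), MLC/SOD1G93A replicate 2 (−0.17) or MLC/SOD1G93A replicate 3 (−0.18), or with the caudal Hox covariate (−0.10, camera adjusted p = 0.618). With Xist and caudal Hox covariates the direction of the meninges and fibroblasts turned (0.14, camera adjusted p = 0.153).

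The other lists did not pass camera. Endothelial and mural cell markers differed by −0.10 (adjusted p = 0.145), called without FVB replicate 1 (−0.17) or 2 (−0.15) or with the Schwann cell covariate (−0.16). Ependyma differed by 0.08 (adjusted p = 0.145), called without MLC/SOD1G93A replicate 2 (0.13), without the arrays with high sensory neuron markers (0.145) or with the Schwann cell covariate (0.17). Skeletal muscle genes differed by 0.0088 (adjusted p = 0.888) and blood, with 5 of 12 members analysed, by 0.0076 (adjusted p = 0.888). For skeletal muscle and blood, camera's direction was down while the mean was above 0, and skeletal muscle was called higher with Xist and caudal Hox covariates (0.35). Clock output genes differed by 0.09 (adjusted p = 0.127), called without FVB replicate 2 (0.11), MLC/SOD1G93A replicate 2 (0.13) or the arrays with high sensory neuron markers (0.23) and with the Schwann cell covariate (0.135), and clock activators by −0.05 (adjusted p = 0.525), with Arntl 1.17-fold lower (limma unadjusted p = 0.0297). The interferon response differed by −0.09 (adjusted p = 0.22), called with the Schwann cell covariate (−0.16, adjusted p = 0.0047), with Iigp1 1.44-fold lower, and oxidative stress genes by −0.03 (adjusted p = 0.796).

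The study's microRNA loci differed by 0.05 (camera adjusted p = 0.359). Mir29a, whose row is matched by the symbol of the precursor gene and not by the mature microRNA, was 1.36-fold higher near the floor of the array, at 1.75 and 2.19. Small nucleolar RNAs differed by 0.07 (camera adjusted p = 0.22), with Snora73a 2.06-fold higher, and camera called them without FVB replicate 3 (0.15) or MLC/SOD1G93A replicate 1 (0.105) and with the caudal Hox covariate (0.235, adjusted p = 4.67e-05), alone or with Xist (0.41). Olfactory and vomeronasal receptors differed by −0.02 (camera adjusted p = 0.853), and with the caudal Hox covariate the direction turned and camera called them higher (0.13, adjusted p = 7.11e-06), alone or with Xist (0.13).

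Across the array, 0 of 41345 transcript clusters passed the adjusted threshold in limma (lowest adjusted p = 0.359) or in the methods' test. At an unadjusted p under 0.05 there were 2769 clusters in limma, against 2067 expected with no difference, and 2802 in the methods' test. The study's thresholds were met by 401 clusters, 259 higher and 142 lower. Of these, 66 higher and 33 lower clusters carried exactly 1 symbol, 298 (74.3%) carried none, and 269 (67.1%) lay below the median cluster. The methods' test gave 267 clusters, 176 higher and 91 lower. The genotypes were fully apart at 4.21% of clusters, where chance gives 2.86%.

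Among brighter named clusters with the genotypes fully apart, Chrdl1, an antagonist of bone morphogenetic proteins, was 1.87-fold higher and the amino acid transporter Slc36a2 1.86-fold. Prrg4 was 1.67-fold higher (limma adjusted p = 0.387), and Sbspon and Mertk, a receptor that marks cells which engulf debris, were each 1.66-fold higher. Mir375 was 2.09-fold lower (limma adjusted p = 0.387), Fads2b 1.603-fold and Olfr519 1.53-fold. The lowest p of all named clusters belonged to Olfr611, 3.79-fold lower (limma unadjusted p = 1.83e-05, adjusted p = 0.359), whose mean of 4.35 lay below the median cluster at 5.33.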

Values the study reported

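The study selected genes at p under 0.05 and a fold change above 1.5. It listed Pmp22 as 1.57-fold higher, Egr2 as 1.70-fold higher and Drp2 as 1.79-fold higher in the transgenic cord, and Opalin with a fold change of −1.75. Below its fold threshold it gave fold changes of −1.3 for Olig2 (p = 0.02), −1.36 for Nkx2-2 (p = 0.008) and −1.39 for Mag (p = 0.01). It also counted 54 microRNAs as reduced in a separate assay that was not used here.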

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

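In this part, the Schwann cell and caudal Hox covariates and the counts over other groupings of the arrays were planned before the data were seen, except the count at the unadjusted threshold. How the covariates bear on an explanation was set afterwards, and the tests of sex, sensory neuron markers, neuron markers, array scaling and rostral Hox genes were chosen after the results they bear on.

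Of 224 sets of 4 values examined (82 named genes and 30 lists in 2 genotypes), 13 had 1 array far from the other 3, and chance gives about 11.2. Each value is the gap to the nearest array as a share of the range. In FVB, replicate 4 stood apart for Slc36a2 (high, 0.848) and Gfap (low, 0.906), and replicate 1 for Ptgds (low, 0.855). FVB replicate 3 was high for Csf1r (0.864), Aebp1 (0.859), the vascular gene Vtn (0.829) and the small nucleolar RNAs (0.872). In MLC/SOD1G93A, replicate 2 was low for Sod1 (0.887) and Gfap (0.847), and replicate 1 was high for Opalin (0.893) and Gal3st1 (0.869). MLC/SOD1G93A replicate 3 was high for Hoxd10 (0.961) and low for the peripheral myelin genes (0.939), at 7.72 against 8.25 to 8.28.

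The 8 arrays can be split into 4 and 4 in 35 ways. At the study's thresholds 5 of the 35 splits, the real one included, gave as many transcript clusters as the real 401, the highest other being 764, so chance is not excluded for this count. The split with 764 set FVB replicates 1 and 4 with MLC/SOD1G93A replicates 3 and 4, which include all 3 arrays with high Xist. For the lists called by camera, 7 of the 35 gave as many as the real 12, the highest other being 16, so chance is not excluded there either. At an unadjusted p under 0.05, 3 of the 35 gave as many clusters as the real 2769, the highest other being 3008, and chance is again not excluded. At the adjusted threshold all 35 gave at least the real 0. The highest other gave 8, and it was the split of the arrays with high sensory neuron markers from those without them. That split runs across the genotypes and, at this threshold, points to a structure of the samples other than genotype. The markers that define it are among the clusters tested, so part of that count may be built in. At the study's thresholds the sensory neuron split gave 332 clusters, and camera called 8 lists. The medians over the splits other than the real one were 311 and 8.

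Peripheral myelin genes were higher by 0.69 in MLC/SOD1G93A cord. A more caudal dissection stays open as a cause. With the caudal Hox mean as a covariate the difference was 0.67 (exact permutation p = 0.0286), for genes the study chose on these samples. The caudal Hox mean itself differed between genotypes and within them varied little with the peripheral myelin mean (r = 0.038, exact permutation p = 0.941). The covariate could therefore hardly move the difference and does not decide. The other Schwann cell markers decide nothing here, at 0.37 with that covariate (exact permutation p = 0.114) and 0.18 with Xist and caudal Hox covariates (exact permutation p = 0.4). More nerve root or other peripheral nerve in the transgenic samples stays open, since with the other Schwann cell markers as a covariate the difference fell to 0.39 (exact permutation p = 0.0571) and neither removal nor persistence could be shown. Carried-over sensory ganglion stays open too, with the difference at 0.65 with sensory neuron markers as a covariate (exact permutation p = 0.0857) and 0.59 between the 2 and 2 arrays without high markers, and so does the biological alternative, an effect of the transgene on Schwann cells of the roots.

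Oligodendrocyte markers were lower (−0.30). Dilution of cord RNA by tissue without neurons would lower neuron markers by about as much. These differed by −0.0076, from 9.806 ± 0.0397 to 9.798 ± 0.0243 (SD, n = 4), which argues against it. The 95% bootstrap interval over 15 members (−0.053 to 0.036) measures the spread between genes and not between arrays. Carried-over ganglion holds neurons of its own, so dilution by it is not tested this way. With the Xist level as a covariate the oligodendrocyte difference was −0.28 (exact permutation p = 0.0571). Among the 3 FVB and 2 MLC/SOD1G93A arrays with low Xist it was −0.35 (95% pooled t interval −0.69 to −0.010). It did not shrink there, but the exact permutation p was 0.1, the smallest possible, so sex composition as the whole cause is not excluded. That subset is unbalanced in another way. Sensory neuron markers were high on both of its MLC/SOD1G93A arrays and, in FVB, only on replicate 2. A more caudal dissection stays open, since the difference was −0.18 with the caudal Hox mean as a covariate (exact permutation p = 0.0571). A fall of oligodendrocyte transcripts with the transgene is the biological alternative and is equally open.

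Caudal Hox genes were higher by 0.66. Other genes at the level of the caudal Hox genes differed by 0.00069 on average, and 95% of level-matched sets of 11 lay between −0.085 and 0.087. No shift common to genes of that level was thus left in the values. The normalization forces the arrays to nearly the same distribution, so such a mean near 0 cannot decide on array scaling. Arrays with high Xist had the highest caudal Hox means of their genotype, at 6.25 in FVB and at 6.59 and 6.35 in MLC/SOD1G93A. With the Xist level as a covariate the difference was 0.53 (exact permutation p = 0.0857). Among the 3 FVB and 2 MLC/SOD1G93A arrays with low Xist it was 0.69 (95% pooled t interval 0.068 to 1.32). It did not shrink there, but the exact permutation p was 0.1, the smallest possible, so sex composition as the whole cause is not excluded. That subset has the same imbalance in sensory neuron markers as above. A more caudal dissection might lower the rostral Hox genes but need not. These differed by −0.073 (exact permutation p = 0.314), which leaves such a dissection open. The level of each sample is not in the labels, so dissection level and genotype cannot be parted by design.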

How the results depend on the processing

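Settings based on Xist and on sensory neuron markers, and the alternatives for the mean of caudal Hox genes, were chosen after the data were seen, and the other settings before. The count of transcript clusters at the adjusted threshold was 0 in every setting except without the arrays with high sensory neuron markers, where it was 1. At the study's thresholds the 401 clusters became 267 with the methods' t-test, 136 with only clusters above the median and 105 with only 1-symbol clusters, where fewer rows are tested. They became 643 with the Schwann cell covariate, 821 with the caudal Hox covariate, 803 without the arrays with high Xist, 1261 without the arrays with high sensory neuron markers and 1313 with Xist and caudal Hox covariates. The cause was not tested. Leaving out 1 array gave 427 to 578 clusters. The 12 lists called by camera became 0 with an estimated correlation (lowest adjusted p 0.253), 0 with fry (lowest adjusted p 0.0868) and 0 with the adjusted exact permutation test (lowest 0.171). Unadjusted, these called 4, 7 and 3 lists. Camera called 16 lists with the Schwann cell covariate and 8 with the caudal Hox covariate. With the first, motor neurons, sensory neurons (turned), activated microglia, endothelial cells, ependyma, clock output and interferon response gained a call. With the second, motor neurons, small nucleolar RNAs and olfactory receptors (turned) did. With Xist and caudal Hox covariates, meninges (0.14), oligodendrocyte precursors (0.017) and immediate early genes (0.075) turned and lost their calls. Leaving out 1 array gave 10 to 15 lists, 8 of the 12 calls held each time, and 8 of the 18 other lists gained a call at least once.

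The labels do not say that the replicate numbers pair the arrays, and the values do not settle it. Deviations of arrays with the same number correlated at −0.044, 0.18, −0.083 and 0.242, and 2 of the 4 FVB arrays correlated best with their own number. With the replicate block, 454 clusters met the study's thresholds, 0 the adjusted one and 12 lists were called. The oligodendrocyte difference was −0.30 (exact permutation p = 0.125, the smallest that 16 swaps allow), and the block changed no list call by camera.

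The oligodendrocyte mean stayed below 0 throughout. It missed its threshold at −0.18 with the caudal Hox covariate, −0.28 with Xist, −0.29 with sensory neuron markers and −0.20 with Xist and caudal Hox as covariates. It also did so at −0.35 without the arrays with high Xist and −0.39 without those with high sensory neuron markers, where the smallest possible exact p is 0.1 and 0.333. Leaving out 1 array gave −0.36 to −0.26. Peripheral myelin genes were under the p threshold at 0.67 with the caudal Hox covariate and 0.67 with Xist and caudal Hox covariates. That permutation p is not exact, because the caudal Hox mean differed between genotypes. Without 1 array the peripheral myelin genes lay at 0.60 to 0.82. Their difference ran from 0.39 to 0.94 over all settings. Caudal Hox genes lay at 0.50 to 0.86 without 1 array and reached 1.08 without the arrays with high sensory neuron markers, and the Schwann cell markers at 0.235 to 0.45. Over all settings the Schwann cell markers ran from 0.18 to 0.615, the highest without the arrays with high Xist, never past the exact permutation threshold.

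Of 1965 values of 82 named genes over the settings, 1946 kept direction and side and 19 turned sign. Sod1, at −0.0003 without any alternative, was at 0.00078 with array weights, 0.025 with quantile normalization, 0.048 with the Schwann cell covariate and 0.0115 with sensory neuron markers, and ran from −0.020 without FVB replicate 4 to 0.028 without FVB replicate 1. Pou4f1 was at −0.041 with the Schwann cell covariate and −0.0685 with the caudal Hox covariate, where Gpr17 was at 0.021 and the neutrophil gene Ngp at −0.021. Ngp was at −0.052 without FVB replicate 2 and −0.14 without the arrays with high sensory neuron markers. With Xist and caudal Hox covariates, Hoxd10 was at −0.23 and Hoxa10 at −0.042, both members of the covariate itself. In that setting C1ql1 was at 0.027, P2ry13 at 0.12, Pou4f1 at −0.72, Tnnt3 at 0.009 and Ngp at −0.24. The cause was not tested.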

Other observations

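The relations between lists and the Hox genes by paralog group in this part were examined after the data had been seen. Across the 13 Hox paralog groups, the mean log2 difference between genotypes was −0.17 in group 8, −0.09 in group 9, 0.67 in group 10, 1.36 in group 11, 0.63 in group 12 and 0.32 in group 13. Group 1 was at 0.14 and groups 2 to 7 lay between −0.09 and −0.02. In group 10, Hoxd10 spread widely within FVB, from 6.83 in replicate 3 to 9.22 in replicate 4.

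The sensory neuron markers parted the arrays without regard to genotype. MLC/SOD1G93A replicates 1 and 2 had means of 6.97 and 6.96, FVB replicates 4 and 2 had 6.46 and 6.32, and the other 4 arrays had 5.02 to 5.15. The Schwann cell markers outside the study were highest on the same MLC/SOD1G93A replicates, at 7.10 on each.

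A hypothesis was that dissection level sets the oligodendrocyte and the peripheral nerve content of a sample, so that caudal Hox level and these contents would vary together within a genotype. Over deviations of the 8 arrays from their genotype means, the caudal Hox and oligodendrocyte means had a Pearson r of −0.558 (exact permutation p = 0.189 over 576 relabellings within genotypes) and a Spearman rho of −0.429 (exact permutation p = 0.335). Without the 2 arrays farthest from the median Hox level, r was 0.151, so the relation rests on those arrays. The caudal Hox and peripheral myelin means had an r of 0.038 (exact permutation p = 0.941) and a rho of 0.048 (exact permutation p = 0.946), and r was −0.579 without the 2 farthest arrays. Over these 2 relations, Benjamini-Hochberg adjusted p-values were 0.378 and 0.941 for r, and 0.67 and 0.946 for rho. Neither relation was shown, and 8 arrays leave both open.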
